# Parsing the Roles of the Transcription Factors GATA-4 and GATA-6 in the Adult Cardiac Hypertrophic Response

**DOI:** 10.1371/journal.pone.0084591

**Published:** 2013-12-31

**Authors:** Jop H. van Berlo, Bruce J. Aronow, Jeffery D. Molkentin

## Abstract

The transcriptional code that programs cardiac hypertrophy involves the zinc finger-containing DNA binding factors GATA-4 and GATA-6, both of which are required to mount a hypertrophic response of the adult heart. Here we performed conditional gene deletion of *Gata4* or *Gata6* in the mouse heart in conjunction with reciprocal gene replacement using a transgene encoding either GATA-4 or GATA-6 in the heart as a means of parsing dosage effects of GATA-4 and GATA-6 versus unique functional roles. We determined that GATA-4 and GATA-6 play a redundant and dosage-sensitive role in programming the hypertrophic growth response of the heart following pressure overload stimulation. However, non-redundant functions were identified in allowing the heart to compensate and resist heart failure after pressure overload stimulation, as neither *Gata4* nor *Gata6* deletion was fully rescued by expression of the reciprocal transgene. For example, only *Gata4* heart-specific deletion blocked the neoangiogenic response to pressure overload stimulation. Gene expression profiling from hearts of these gene-deleted mice showed both overlapping and unique transcriptional codes, which is presented. These results indicate that GATA-4 and GATA-6 play a dosage-dependent and redundant role in programming cardiac hypertrophy, but that each has a more complex role in maintaining cardiac homeostasis and resistance to heart failure following injury that cannot be compensated by the other.

## Introduction

The adult heart typically undergoes a process of hypertrophic growth in response to injury or disease stimulation that promotes neurohumoral activation and/or increases in wall stress [1]. The heart responds to disease or stress by activating signaling and transcriptional pathways that ultimately result in the activation of pro-growth and adaptive genes in an attempt to compensate for an injury event or disruption of homeostasis [1]. The zinc-finger containing transcription factors GATA-4 and GATA-6 are each expressed in the heart where they play a prominent role in myocyte lineage commitment and differentiation during embryogenesis [2], [3] but each is also induced and re-employed in the adult heart following injury where they participate in mediating the hypertrophic growth of individual myocytes [3]. We have shown previously that heart-specific deletion of *Gata4* in the adult mouse renders the heart less able to hypertrophy with agonist or pressure overload stimulation, as well as more likely to succumb to heart failure, even with aging [4]. Loss of *Gata4* from the heart also negatively impacted neoangiogenesis following stress stimulation, further defining its role in homeostasis and prevention of heart failure [5]. By comparison, cardiac-specific deletion of *Gata6* similarly resulted in a defective hypertrophic response with pressure overload stimulation, as well as a greater propensity towards heart failure [6]. During development *Gata4* and *Gata6* seem to be completely redundant in programming cardiomyocyte commitment, as deletion of either gene alone still permitted myocyte formation, yet deletion of both together resulted in a complete loss of the lineage [7]. Moreover, *Gata4^+/−^ Gata6^+/−^* (double heterozygous) mice are embryonic lethal, similar to homozygous null mutations in either gene alone, again suggesting functional redundancy and that the total dosage of the four *Gata4/6* alleles is most critical with respect to their function [8]. Here we attempted to investigate if GATA-4 and GATA-6 had unique functionality in the adult heart during the hypertrophic response and/or in maintaining proper homeostatic gene expression that underlies cardiac “well-being” by using a reciprocal gene replacement strategy.

## Materials and Methods

### Animal Models and Methods

*Gata4-loxP* (fl) and *Gata6-loxP* (fl) mice were each described previously, as were transgenic mice expressing a tetracycline transactivator (tTA) driven inducible and cardiac-specific α-myosin heavy chain (αMHC) promoter or deletion with the βMHC-promoter driven, cre-expressing transgene [4], [6]. Pressure overload induced by transverse aortic constriction (TAC) was performed as described previously, as well as assessment of cardiac ventricular performance by echocardiography [4]–[6]. Assessment of capillary density in the heart with isolectin B4 on frozen histological sections was performed as described previously [5]. Western blotting from cardiac nuclear protein extracts was performed as described previously [9]. mRNA collection from adult hearts and subsequent Affymetrix mouse set ST1.0 chips microarrays were generated and analyzed as described previously [9]. qRT-PCR was performed for selected genes using SYBR green (Applied Biosystems). We used 6 control mice and 6 knock-outs (3 for each group) for the microarray experiments (2 βMHC-cre, 2 *Gata4-loxP*, 3 *Gata4-loxP* βMHC-cre, 2 *Gata6-loxP*, and 3 *Gata6-loxP* βMHC-cre). We also used at least 4 mice per genotype in the qRT-PCR experiments. The microarray data was deposited in the GEO database through the NCBI gateway under accession number GSE52317.

#### Ethics statement

All animal experimentation was approved by the Office of Research Compliance and Regulatory Affairs and by the Cincinnati Children’s Hospital Institutional Animal Care and Use Committee (Protocol Number: 2E11104). No human subjects were used.

#### Statistical tests

Statistical significance was determined by ANOVA and Newman-Keuls pairwise comparisons for multivariate experiments and t-test for experiments with 2 groups.

## Results

We have previously shown that both GATA-4 and GATA-6 proteins are upregulated in the adult heart during the cardiac hypertrophic response [4], [6]. Here we investigated the induction of GATA-4 and GATA-6 in the heart more carefully after pressure overload stimulation, which showed nearly identical profiles in the degree of protein upregulation as well as the time course of induction, which begins within the first 1–2 days, then is fulminant by day 7, thereafter trailing off by 8 weeks (Fig. 1A). GATA-4 and GATA-6 were previously shown to function in a synergistic manner as transcriptional inducers when co-overexpressed in cultured myocytes, suggesting that they are not functional redundant in that they work together more effectively than either one individually [10]. However, in our hands GATA-4 and GATA-6 each induced expression of the b-type natriuretic peptide (BNP) promoter in cultured cardiomyocytes equal to the combination of GATA-4 with GATA-6 (Fig. 1B). These same 2 GATA-4/6 expression plasmids previously produced approximately equal levels of promoter activity in neonatal cultured cardiomyocytes when transfected with the BNP promoter or an artificial GATA-multisite reporter plasmid [11]. Similarly, if GATA-4 and GATA-6 did indeed have a functional synergy when co-overexpressed we reasoned that it might induce a hastened hypertrophic response *in vivo*. While both GATA-4 and GATA-6 overexpression in the heart, as driven by the αMHC promoter, can lead to mild cardiac hypertrophy by 6–8 months of age [4], [6], [11], mice containing both the GATA-4 and GATA-6 transgene did not show induction of hypertrophy at 8 weeks of age (Fig. 1C, and data not shown). Longer time points were not investigated because each transgene alone begins to show pathologic-like cardiac hypertrophy at 4–6 months of age. Indeed, if synergy was occurring between these 2 factors, 8 weeks of age should have produced a demonstrable effect, as many other hypertrophy inducing transgenes show fulminant hypertrophy as early as 1–2 weeks of age. Thus, in the adult heart GATA-4 and GATA-6 are each induced in a similar manner during stress-induced hypertrophy, but they do not appear to function together in a synergistic manner in driving cardiac hypertrophy more than either individual transgene.

**Figure 1:**
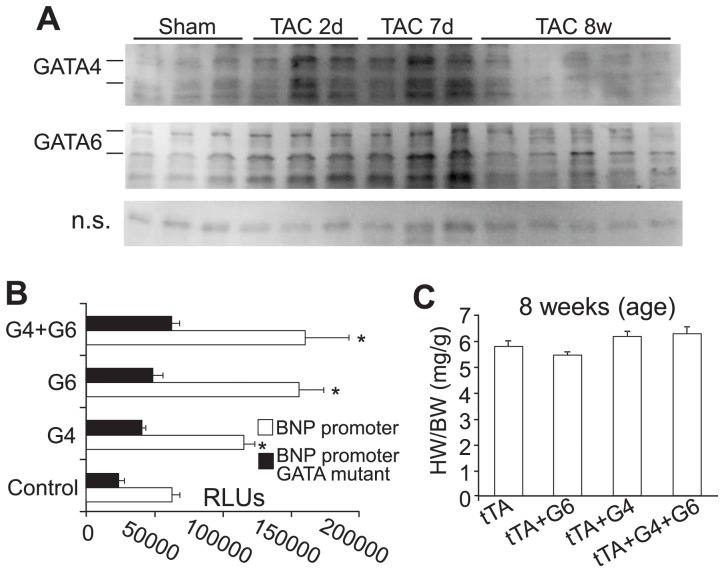
GATA-4 and GATA-6 are similarly induced in the adult heart with pressure overload. A, Western blot analysis of GATA-4 and GATA-6 protein expression in the adult mouse heart at baseline or after pressure overload stimulation for the indicated times. A non-specific (n.s.) band from the GATA-6 western was used to show equal loading and running conditions. B, Relative luciferase units (RLU) from a plasmid containing the luciferase reporter fused to the b-type natriuretic peptide (BNP) promoter or a mutant promoter lacking functional GATA binding sites, which was co-transfected into neonatal rat cardiomyocytes with expression plasmids encoding GATA-4 (G4), GATA-6 (G6), or both together. *P<0.05 versus empty vector transfected control. N = 3. C, Heart weight normalized to body weight (HW/BW) of the indicated genotype of cardiac-specific transgenic mice expressing either GATA4, GATA6, or both together at 8 weeks of age.

To more definitively examine if GATA-4 and GATA-6 function in a dosage-dependent, redundant manner in the adult heart we also analyzed mice with cardiac-specific deletion of multiple *Gata4* and *Gata6* alleles. Here we analyzed *Gata4-loxP* (fl) and *Gata6-loxP* targeted mice crossed with mice expressing the cre recombinase cDNA from the βMHC promoter, which we have previously shown results in highly efficient deletion of each gene in the heart resulting in a reduction in the pressure overload-induced hypertrophic response [4], [6]. For the current analysis we compared double heterozygous mice of *Gata4^fl/+^ Gata6^fl/+^* versus three allele deleted mice consisting of *Gata4^fl/fl^ Gata6^fl/+^* or *Gata4^fl/+^ Gata6^fl/fl^* following 2 weeks of transverse aortic constriction (TAC) to induce hypertrophy (Fig. 2A). Control mice were double heterozygous without the βMHC-cre transgene, which were identical to wildtype in their response (Fig. 2A). The data show a significant attenuation of the hypertrophic response in double heterozygous targeted mice, which was significantly reduced again by further deletion of 3 out of 4 *Gata4/6* alleles in either combination (Fig. 2A). Similarly, analysis of cardiac function by echocardiography after TAC stimulation also showed a similar dosage-dependent reduction corresponding with the number of *Gata4/6* alleles deleted (Fig. 2B). We have previously reported that 4/4 allele targeted mice crossed with mice containing the βMHC-cre transgene resulted in spontaneous heart failure at baseline and complete lethality by 16 weeks of age, hence we were not able to perform TAC stimulation on fully homozygous *Gata4/6* loxP-targeted mice [6]. Taken together, our results suggest that GATA-4 and GATA-6 function equivalently and in a dosage-dependent manner in programming the hypertrophic response.

**Figure 2:**
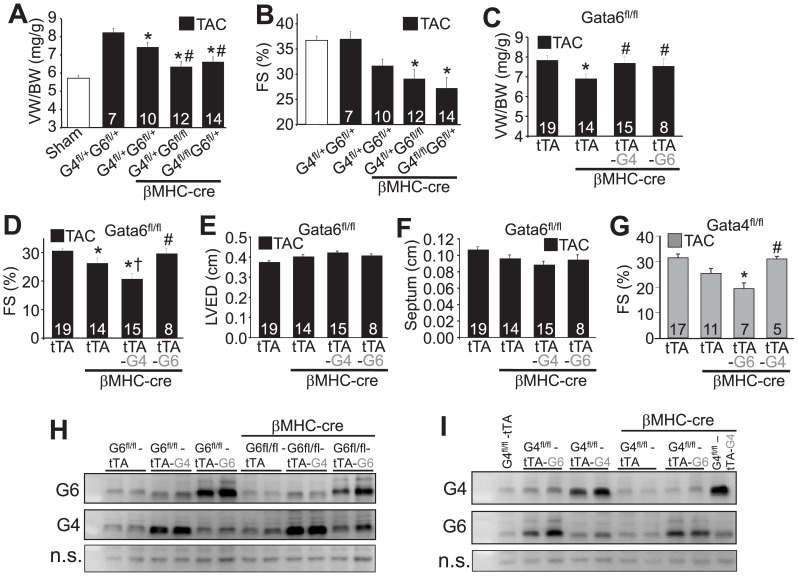
GATA-4 and GATA-6 play redundant roles in programming cardiac hypertrophy but not in adapting functional compensation. A, Ventricular weight to body weight (VW/BW) in the indicated genotypes of mice at 10–12 weeks of age following 2 weeks of TAC stimulation. The number of mice analyzed is shown in each bar of the graph. *P<0.05 versus *Gata4^fl/+^ Gata6^fl/+^*; #P<0.05 versus *Gata4^fl/+^ Gata6^fl/+^* with the βMHC-cre transgene. B, Fractional shortening (FS%) from the indicated mice at 10–12 weeks of age following sham or 2 weeks of TAC stimulation. The number of mice analyzed is shown in each bar of the graph. *P<0.05 versus *Gata4^fl/+^ Gata6^fl/+^* with the βMHC-cre transgene. C, VW/BW in the indicated groups of mice after 2 weeks of TAC stimulation at 10–12 weeks of age. The number of mice analyzed is shown in each bar of the graph. *P<0.05 versus *Gata6^fl/fl^* tTA transgene; #P<0.05 versus *Gata6^fl/fl-βMHC-cre^* tTA transgene. Abbreviations; tTA-G4, tetracycline transactivator transgene with the GATA-4 (G4) transgene; tTA-G6, tetracycline transactivator transgene with the GATA-6 (G6) transgene. D, Fractional shortening to measure ventricular performance of the same mice described in “C”. *P<0.05 versus *Gata6^fl/fl^* tTA transgene; ^†^P<0.05 versus *Gata6^fl/fl-βMHC-cre^* tTA transgene; #P<0.05 versus *Gata6^fl/fl-βMHC-cre^* tTA transgene or *Gata6^fl/fl-βMHC-cre^* tTA transgene with GATA-4 transgene. E, F, Echocardiography measured left ventricular end diastolic dimension (LVED) and septal thickness in hearts of the indicated groups of mice after 2 weeks of TAC. G, Fractional shortening in *Gata4* heart-specific, deleted mice with the additional transgenes shown after 2 weeks of TAC stimulation. Number of mice analyzed is shown in the bars. *P<0.05 versus *Gata4^fl/fl^* tTA transgene; #P<0.05 versus *Gata4^fl/fl-βMHC-cre^* tTA transgene with the GATA-6 transgene. H, I, Western blot analysis for GATA-4 (G4) or GATA-6 (G6) protein from the hearts of the indicated mice. A non-specific (n.s.) band from each of the western blots was used to show equal loading and running conditions.

We also employed an entirely independent approach in which we bred mice containing either the GATA-4 or GATA-6 heart-specific transgene into the *Gata4* and *Gata6* heart-specific gene-deleted genetic backgrounds. This replacement transgenesis approach restored the full hypertrophic potential of the heart after TAC, further suggesting that these 2 transcription factors function redundantly in programming the cardiac growth response (Fig. 2C). However, only the GATA-6 transgene restored the ability of *Gata6* cardiac-specific deleted mice to compensate and resist heart failure after TAC stimulation, as the GATA-4 transgene replacement in the *Gata6* null background produced even slightly worse cardiac function after TAC (Fig. 2D), although left ventricular end diastolic dimension and septal thicknesses were not significantly changed (Fig. 2E and F). By comparison, analysis of the reciprocal cross in *Gata4* heart-specific, deleted mice showed that only the GATA-4 transgene prevented functional decompensation, while the GATA-6 transgene was ineffective (Fig. 2G). Western blotting from all these crosses showed transgene generated GATA-4 or GATA-6 protein expression in each of the genetic backgrounds analyzed here (Fig. 2H and I). As an aside, if one examines these western blots carefully the deletion of *Gata4* or *Gata6* protein with the βMHC-cre transgene does not appear obvious, although we have previously shown that this strategy results in 70–90% loss of each protein [4], [6]. The differences here are likely do to the timing of these experiments, which were from older animals that accumulate other non-myocytes in the heart that also express GATA-4 and GATA-6, as well as from mild cross reactivity of the GATA-4 and GATA-6 antibodies used here. Indeed, a 50% reduction in GATA-6 protein is observable in *Gata6^fl/fl^* mice with the βMHC-cre transgene versus *Gata6^fl/fl^* mice without the cre transgene (Fig. 2H, lanes 1+2 versus 7+8). However, lanes 9+10 show higher levels of GATA-6 protein because of GATA-4 overexpression in these mice and the fact that the GATA6 antibody partially cross-reacts with GATA4. The same general phenomena are present in figure 2I. In conclusion, while GATA-4 and GATA-6 function in a dosage-dependent and redundant manner in programming the cardiac growth response, each must have unique transcriptional targets to explain why reciprocal replacement does not prevent decompensation with 2 weeks of pressure overload stimulation. Only 2 weeks of pressure overload stimulation was performed because decompensation was already apparent at this time, hence longer time periods of simulation were not necessary and lethality becomes more of a confounding factor as timing is extended.

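Heart mRNA of 12 mice was measured on Affymetrix mouse gene ST arrays, with 1 array per mouse. The groups were 2 mice with the cre transgene alone, 2 *Gata4* floxed mice, 3 *Gata4*-deleted mice, 2 *Gata6* floxed mice and 3 *Gata6*-deleted mice, and each was labelled as 8 weeks old. Each array gave a log2 signal for 35557 probesets, sets of short probes whose signals are combined into 1 value per transcript. The authors had corrected the signals for background, normalized them between arrays and combined them by RMA, and these values were used as deposited. Array medians lay between 5.61 and 5.66, and the correlation across probesets between any pair of arrays was 0.979 to 0.991. In *Gata4*-deleted hearts the *Gata4* probeset read 9.19 ± 0.05 (SD, n = 3), against 9.24 ± 0.02 (SD, n = 2) in *Gata4* floxed hearts, and in *Gata6*-deleted hearts the *Gata6* probeset read 9.12 ± 0.13 (SD, n = 3), against 8.89 ± 0.28 (SD, n = 2) in *Gata6* floxed hearts. The log2 change was -0.05 (SE 0.08, adjusted p = 0.907) for *Gata4* and 0.23 (SE 0.12, adjusted p = 0.999) for *Gata6*. Both probesets cover the whole transcript and no values per exon were used here, so loss of a floxed exon was not measured. By the paper's qRT-PCR, *Gata4* mRNA was clearly lower in *Gata4*-deleted than in *Gata4* floxed hearts. The paper also cites earlier work in which this strategy removed most of each protein. One limma model with a mean for each of the 5 groups was fitted to all arrays, and a probeset is counted as changed at a Benjamini-Hochberg adjusted p under 0.05 over all probesets. The number of arrays limits the precision of every comparison.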

To further investigate how GATA-4 and GATA-6 might function differently in the heart we performed extensive gene array analysis for altered cardiac mRNA expression between *Gata4* and *Gata6* heart-specific deleted mice at 2 months of age (Table 1). 

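*Il15*, a cytokine that maintains natural killer cells, was higher in *Gata4*-deleted than in *Gata6*-deleted hearts (n = 3 each) by 3.20 (SE 0.29, adjusted p = 0.00144) on the log2 scale, and *Neb*, which encodes nebulin of the muscle thin filament, by 1.74 (SE 0.16, adjusted p = 0.00169). *Cwc22*, a splicing factor, was lower, with a log2 difference of -2.97 (SE 0.19, adjusted p = 0.000125), and all 8 of its probesets passed. These 3 genes were chosen after their values were seen. Of 20 genes of detoxification, 3 were higher, none was lower and 17 did not pass (8 higher when adjusted over the list alone). These were *Gsta3* (0.83) and *Gsta4* (0.58), which encode glutathione transferases, and *Cyp2e1* (1.08), a cytochrome P450. The list as a whole was higher by camera, limma's test of a list against all other genes (adjusted p = 1.58e-06, or adjusted p = 0.113 with an estimated correlation). Of 16 macrophage markers, only *Adgre1* was lower (-0.76) and none was higher (7 lower when adjusted over the list alone). Camera placed these markers lower (adjusted p = 9.56e-09, or adjusted p = 0.113 with an estimated correlation). Of 25 cardiac transcription factors, 1 was higher and 2 were lower, among them *Myocd*, a cofactor of serum response factor, at -0.75 (adjusted p = 0.00778). In all, 384 probesets differed, 140 higher and 244 lower in *Gata4*-deleted hearts, and they named 233 genes. The floxed hearts of both lines differed in the same direction at 346 of these 384 probesets (90.1%, against 58.6% of all probesets), with 2.18 for *Il15*, -2.95 for *Cwc22* and 1.17 for *Cyp2e1*. The count was 199, 233 and 190 without *Gata4*-deleted heart 1, 2 and 3, 218, 204 and 200 without *Gata6*-deleted heart 1, 2 and 3, and 98 when only these 6 arrays were fitted.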

A number of genes were identified as significantly changed in hearts between *Gata6^fl/fl-^* ^βMHC-cre^ versus *Gata4^fl/fl-^* ^βMHC-cre^ mice. The most significantly altered genes or ones with interesting regulatory connotations were selected for qRT-PCR confirmation (Table 2). 

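Of the genes in Table 2, 34 were matched to a probeset. Between *Gata4*-deleted and *Gata6*-deleted hearts, 12 of them were higher, 4 were lower and 18 did not pass (22 higher and 8 lower when adjusted over the list alone). *Gcnt1*, an enzyme that branches O-linked sugar chains, was higher in *Gata4*-deleted hearts by 2.70 (SE 0.32, adjusted p = 0.00588) on the log2 scale. *Ptgfr*, the receptor of prostaglandin F, was higher by 1.94 (SE 0.17, adjusted p = 0.00144), and *Fstl4*, a follistatin-like protein, by 1.08 (SE 0.10, adjusted p = 0.00169). *Ptk2b*, a calcium-dependent tyrosine kinase, was lower, at -0.95 (adjusted p = 0.027), as was *Zfp52*, a zinc finger gene, at -0.93 (adjusted p = 0.00778). The floxed hearts differed in the same direction by 1.23 for *Gcnt1*, 0.78 for *Ptgfr*, 0.44 for *Fstl4*, -0.46 for *Ptk2b* and -0.44 for *Zfp52*. The qRT-PCR values of Table 2 are set against each floxed line, not between deleted hearts. There, *Gcnt1* and *Fstl4* were higher with *Gata4* than with *Gata6* deletion. *Ptgfr* and *Zfp52* were nearly alike in both, and *Ptk2b* went the other way. The study chose these genes on the same hearts, so their count is not independent evidence of a direction.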

Some of the more prominently differentially expressed genes were *Drd2*, *Gm129*, *Hey2*, *Bhlhb9*, *Adh1*, and *Irx5*. 

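Of the 6 genes, *Bhlhb9*, *Drd2*, *Hey2* and *Irx5* differed between *Gata4*-deleted and *Gata6*-deleted hearts, and *Gm129* (now *Ciart*) and *Adh1* did not pass that test. *Bhlhb9*, an armadillo repeat gene, read 7.94 ± 0.16 (SD, n = 3) on the log2 scale in *Gata4*-deleted hearts and 6.69 ± 0.17 (SD, n = 3) in *Gata6*-deleted hearts, a difference of 1.25 (SE 0.11, adjusted p = 0.00148). *Hey2*, a repressor in the Notch pathway, was higher in *Gata4*-deleted hearts, at 6.31 ± 0.26 against 5.52 ± 0.09, a difference of 0.79 (SE 0.12, adjusted p = 0.013), with 0.50 between the floxed lines. *Drd2*, the dopamine D2 receptor, was lower, at 5.22 ± 0.23 against 6.09 ± 0.17, a difference of -0.87 (SE 0.13, adjusted p = 0.013). *Irx5*, an Iroquois transcription factor, was lower, at 5.90 ± 0.07 against 6.62 ± 0.14, a difference of -0.72 (SE 0.11, adjusted p = 0.0195), which missed the threshold without *Gata6*-deleted heart 2 (adjusted p = 0.0502) or 3 (adjusted p = 0.0831). *Ciart*, a repressor of the circadian clock, read 8.61 ± 0.25 and 8.80 ± 0.10, a difference of -0.19 (SE 0.13, adjusted p = 0.631), and *Adh1*, an alcohol dehydrogenase, 8.93 ± 0.19 and 8.78 ± 0.42, a difference of 0.14 (SE 0.22, adjusted p = 0.865). Against the floxed line, *Bhlhb9* rose with *Gata4* deletion by 1.16 (SE 0.13, adjusted p = 0.00999) and *Ciart* by 1.67 (SE 0.14, adjusted p = 0.00323), and none of the 6 genes passed with *Gata6* deletion (adjusted p = 0.519 for *Drd2* and 0.98 or more for the others). When the changes in both lines were tested against each other, *Ciart* passed, at 1.80 (SE 0.20, adjusted p = 0.0423), and *Adh1* did not, at 1.61 (SE 0.35, adjusted p = 0.468). *Gata4* floxed hearts were low in both genes: *Ciart* read 6.94 there and 8.94 in cre hearts, and *Adh1* 7.68 and 9.18. With cre hearts as the control, the *Ciart* change in *Gata4*-deleted hearts was -0.33 (adjusted p = 0.448). The paper's qRT-PCR was set against each floxed line, not directly between deleted hearts. There, *Adh1*, *Bhlhb9* and *Hey2* were higher with *Gata4* than with *Gata6* deletion, and *Ciart*, *Drd2* and *Irx5* were lower.

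**Figure D1:**
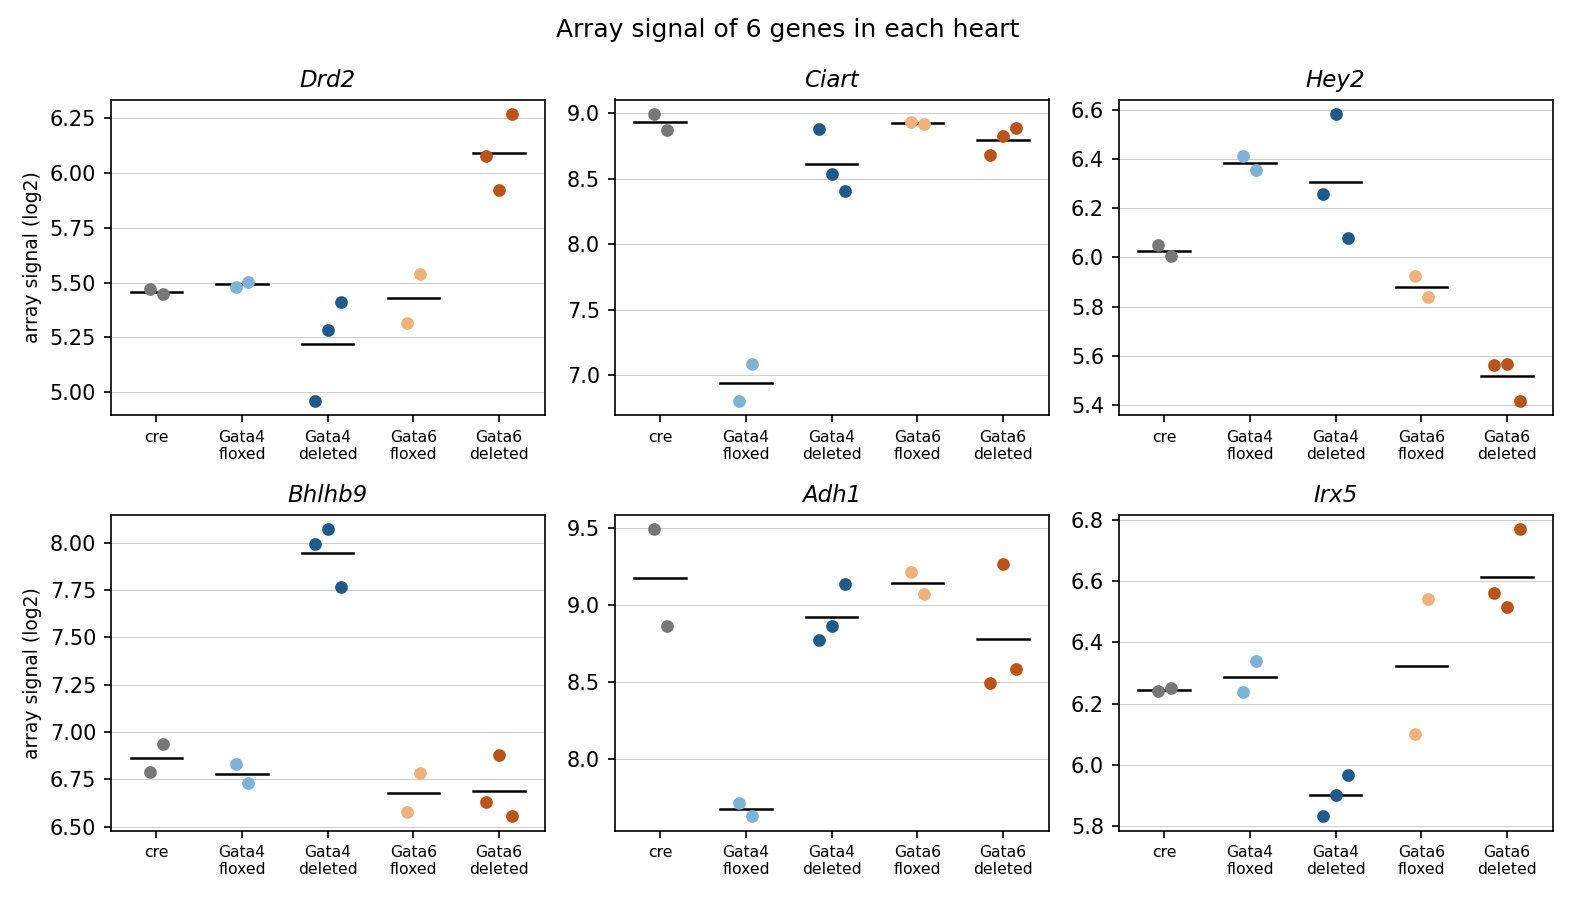
Array signal (log2) of *Drd2*, *Ciart*, *Hey2*, *Bhlhb9*, *Adh1* and *Irx5* in each of the 12 hearts by group. Points are single hearts and black bars are group means, and *Ciart* and *Adh1* are lowest in the *Gata4* floxed hearts.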

There were also interesting angiogenesis-related genes that were altered, hence qRT-PCR was run against a larger panel of such genes to extend and confirm the array results, similar to a previous description in the literature (Table 3, ref 12). For example, *Gata4*-deleted hearts showed a downregulation in *Vegf1a* and *Fgf16*, which were not changed in *Gata6*-deleted hearts. Indeed, we have previously shown that hearts from *Gata4* cardiac-specific targeted mice had a defect in cardiac angiogenesis following stress stimulation that then directly predisposed to heart failure, although the role of *Gata6* in this process was not analyzed [5]. 

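On the arrays, *Fgf16* was the one angiogenic factor of 29 listed that fell in *Gata4*-deleted hearts, and none rose (1 higher and 1 lower when adjusted over the list alone). *Fgf16*, a fibroblast growth factor made in the heart, read 6.18 ± 0.32 (SD, n = 3) on the log2 scale in *Gata4*-deleted hearts and 7.39 ± 0.04 (SD, n = 2) in *Gata4* floxed hearts, a change of -1.22 (SE 0.15, adjusted p = 0.0198). *Vegfa*, the main growth factor of blood vessels, read 9.49 ± 0.09 and 9.71 ± 0.03, a change of -0.22 (SE 0.08, adjusted p = 0.365), with every deleted heart below every floxed heart. Such separation, in either direction, was seen at 25.7% of all probesets in this comparison, where chance gives 20%. In *Gata6*-deleted hearts, the change was -0.28 (SE 0.15, adjusted p = 0.999) for *Fgf16* and 0.04 (SE 0.08, adjusted p = 0.999) for *Vegfa*. The test of the difference between both deletions gave -0.94 (SE 0.22, adjusted p = 0.511) for *Fgf16* and -0.26 (SE 0.11, adjusted p = 0.779) for *Vegfa*. Between *Gata4*-deleted and *Gata6*-deleted hearts, *Fgf16* was lower in *Gata4*-deleted hearts, at -0.83 (adjusted p = 0.0235), and *Angpt1*, an angiopoietin, was higher, at 0.76 (adjusted p = 0.00778), with 0.32 between the floxed lines. Of 23 genes of Table 3 that were measured, only *Ccn2*, a connective tissue growth factor, rose in *Gata4*-deleted hearts, by 0.96 (SE 0.13, adjusted p = 0.028), and *Fgf16* fell. Against cre hearts *Ccn2* did not pass, with 0.54 (adjusted p = 0.148). With *Gata6* deletion its log2 change was 0.48 (SE 0.13, adjusted p = 0.753), and the difference between both deletions did not pass (adjusted p = 0.746). By the paper's qRT-PCR, *Ccn2* (Ctgf) was higher with both deletions, and more so with *Gata6* deletion. None of the 23 passed with *Gata6* deletion in limma, and none at an adjusted p over the list alone. Of 15 endothelial markers, *Aqp1*, a water channel, rose with *Gata4* deletion by 1.07 (SE 0.16, adjusted p = 0.0381), but it also differed between the floxed lines (-1.26), and the other 14 did not pass. With *Gata4* deletion, camera called neither the angiogenic factors (adjusted p = 0.0627, or adjusted p = 0.315 with an estimated correlation), nor the genes of Table 3 (adjusted p = 0.166), nor the endothelial markers (adjusted p = 0.951).

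**Figure D2:**
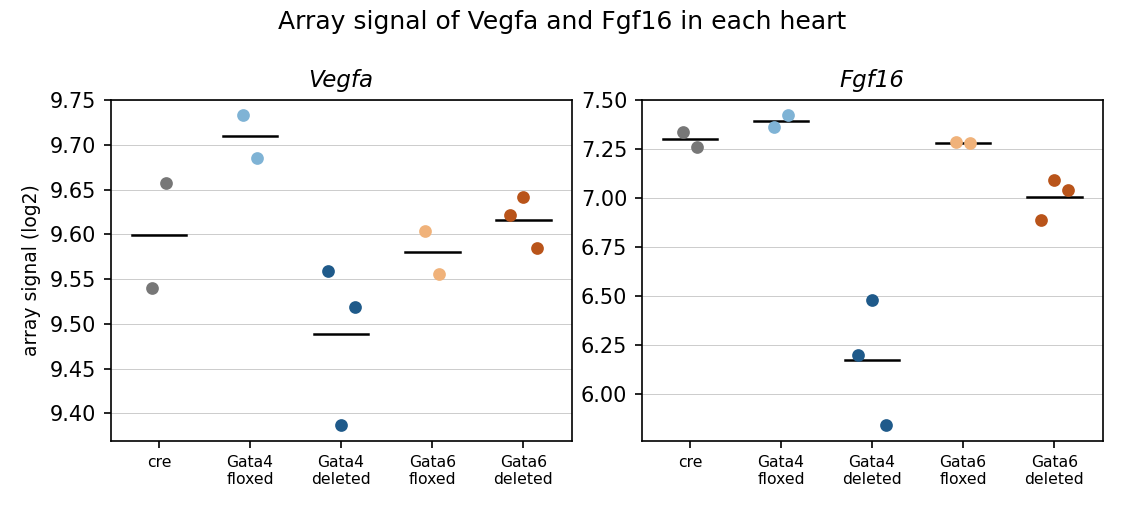
Array signal (log2) of *Vegfa* and *Fgf16* in each of the 12 hearts by group. Points are single hearts and black bars are group means, and *Fgf16* is lowest in the *Gata4*-deleted hearts.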

To further assess this one potential mechanism, we performed TAC stimulation in both *Gata4* and *Gata6* heart-specific gene-deleted mice and then assessed capillary density in the heart (Fig. 3). The data show that wildtype controls (*Gata6^fl/fl^* mice) have the known characteristic increase in capillary density after TAC stimulation, while the *Gata4* heart-specific deleted mice are defective in this response (Fig. 3). We have previously shown that *Gata6^fl/fl^* mice are entirely the same as wildtype mice and that the Gata6 locus is otherwise unaffected by the placement of the loxP sites [6]. Unlike *Gata4* heart-specific, deleted mice, *Gata6* deleted mice showed no defect in their ability to augment angiogenesis after TAC stimulation (Fig. 3). These results suggest at least one prominent mechanism through angiogenesis whereby the transcription factors GATA-4 and GATA-6 can function differently in the heart, thus having a differential effect in predisposing to heart failure with stress stimulation.

**Figure 3:**
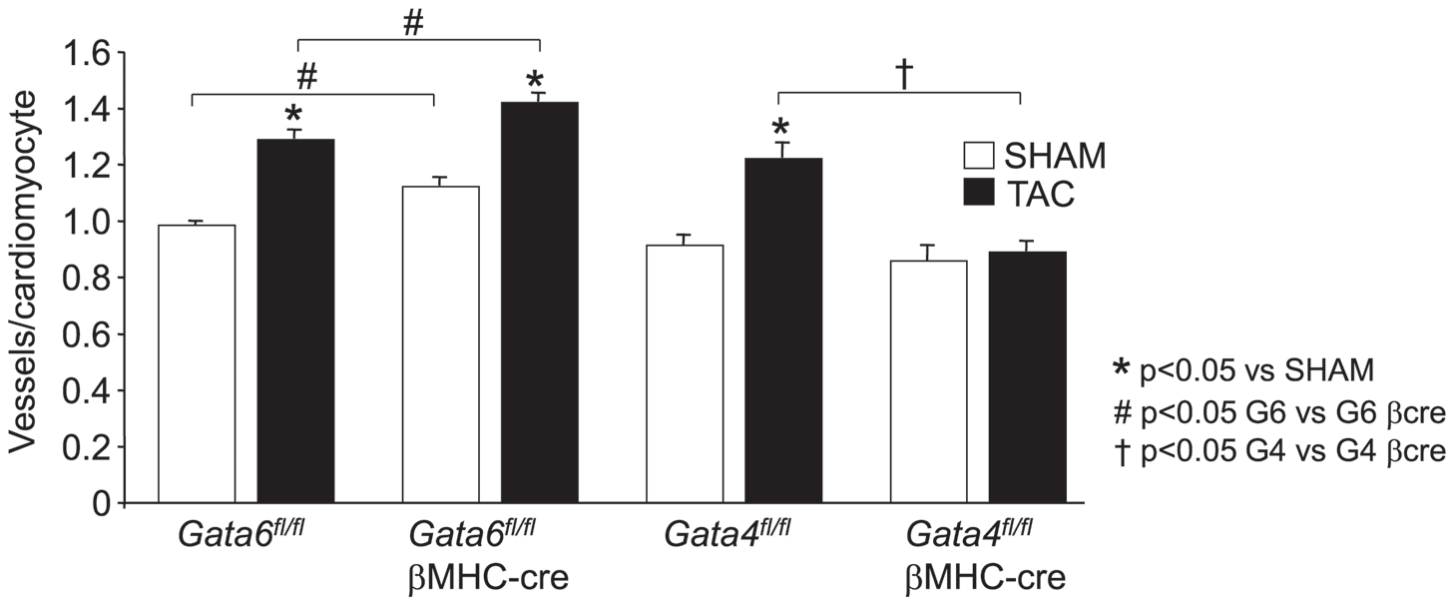
Cardiac-specific deletion of *Gata4* but not *Gata6* prevents compensatory angiogenesis in the hearts of mice. The graph shows immunohistological quantitation of capillaries in the left ventricle normalized to surrounding cardiomyocytes in the indicated groups of mice. TAC was performed for 2 weeks. Mice were 10–12 weeks of age at harvesting. Hearts from at least 4 mice were analyzed in each group. *P<0.05 versus *Gata6^fl/fl^* or *Gata4^fl/fl^* sham.

**Table 1:** Differentially regulated genes from microarray.

Gene symbol	Description	ΔGATA-6	ΔGATA-4	Difference
Timp4	Tissue inhibitor of metalloproteinase 4	−1.18	3.00	3.56
Angptl7	Angiopoietin-like 7	1.05	2.39	2.28
Spink4	serine peptidase inhibitor, Kazal type 4	1.02	2.11	2.07
Gcnt1	Glucosaminyl (N-acetyl) transferase 1	−1.17	2.89	2.03
Ptgfr	Prostaglandin F receptor	−1.00	2.92	1.92
Avpr1a	Arginine vasopressin receptor 1A	1.06	1.58	1.49
Zbtb16	Zinc finger and BTB domaincontaining 16	−1.17	2.10	1.24
Bhlhb9	Basic helix loop helix domain containing class B9	−1.05	2.18	1.23
Scgb1c1	Secretoglobin 1C1	−1.01	2.09	1.10
Gm129	Gene model 129	−1.10	2.00	1.09
Fmo2	Flavin containing monooxygenase 2	−1.10	1.83	0.92
Gsta3	Glutathione S transferase, alpha 3	−1.04	1.81	0.85
Adh1	Alcohol dehydrogenase 1	−1.28	1.61	0.83
Rhobtb1	Rho related BTB domain containing 1	−1.09	1.61	0.69
Tsc22d3	TSC22 domain family 3	−1.05	1.64	0.69
Wee1	Wee 1 homolog	−1.06	1.57	0.63
Pfn2	Profilin 2	−1.02	1.61	0.63
Bc055107	Family with sequence similarity 107, A	−1.13	1.51	0.63
Fstl4	Follistatin like 4	−1.37	1.34	0.61
Fkbp5	FK506 binding protein 5	−1.20	1.40	0.57
Gadd45g	Growth arrest and DNA damageinducible 45γ	−1.06	1.53	0.56
Bcl2l1	BCL2 like 1	−1.08	1.45	0.52
Ifi205	Interferon activated gene 205	−1.15	1.38	0.51
Tchhl1	Trichohyalin like 1	−1.02	1.45	0.47
Thrsp	Thyroid hormone responsiveSPOT14 homolog	−1.46	1.14	0.46
Il33	Interleukin 33	−1.03	1.42	0.45
Trdn	Triadin	−1.26	1.25	0.45
Ankrd10	Ankyrin repeat domain 10	−1.02	1.42	0.44
Ddit4	DNA damage inducible transcript 4	−1.02	1.42	0.44
Tom1l1	Target of myb1 like 1	−1.06	1.38	0.44
Cebpb	CCAAT/enhancer binding protein(C/EBP) beta	−1.08	1.35	0.42
Efna5	Ephrin A5	−1.04	1.38	0.42
Rgs2	Regulator of G-protein signaling 2	−1.01	1.41	0.42
Hey2	Hairy/enhancer of split related withYRPW motif 2	−1.35	1.09	0.35
Drd2	Dopamine receptor 2	1.57	−1.18	0.73
Nppb	Natriuretic peptide precursor type B	1.55	−1.04	0.59
Egr1	Early growth response 1	1.19	−1.62	0.58
Fbn1	Fibrillin 1	1.26	−1.41	0.55
Eg633640	Predicted gene	1.31	−1.30	0.53
Rrad	Ras-related associated with diabetes	1.00	−2.09	0.52
Ptk2b	PTK2 protein tyrosine kinase 2 beta	1.26	−1.35	0.51
Trmt5	TRM5 tRNA methyltransferase 5homolog	1.11	−1.65	0.50
Syk	Spleen tyrosine kinase	1.19	−1.43	0.49
Irx5	Iroquois related homeobox 5	1.26	−1.29	0.48
Emr1	EGF-like modulecontaining, mucin-like	1.14	−1.42	0.43
Kcnip2	Kv channel interacting protein 2	1.11	−1.44	0.42
Loxl1	Lysyl oxidase like 1	1.18	−1.26	0.38
Col15a1	Procollagen XV	1.17	−1.27	0.38
Ssync	Syncoilin	1.27	−1.12	0.38
Arhgef19	Rho guanine nucleotideexchange factor 19	1.24	−1.14	0.36
Ptprc	Protein tyrosine phosphatase,receptor type C	1.05	−1.44	0.36
Aurka	Aurora Kinase A	1.26	−1.10	0.35
Rasl11b	RAS-like family 11member B	1.03	−1.49	0.35

Adult heart mRNA was collected from *Gata6^fl/fl-βMHC-cre^* mice and compared against mRNA from *Gata6^fl/fl^* to generate Affymetrix expression arrays of genes that were specifically changed in with deletion of *Gata6*. 

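Against *Gata6* floxed hearts, no probeset passed an adjusted p under 0.05 in *Gata6*-deleted hearts. *Otud1*, a deubiquitinase, had a log2 change of 0.90 (SE 0.17, adjusted p = 0.519), *Rhobtb3* 0.80 (SE 0.13, adjusted p = 0.373) and *Fgl2*, a fibrinogen-like protein, 0.72 (SE 0.15, adjusted p = 0.519). *Idh2*, *Gm35586*, *Ier5*, *Wfdc2*, *Drd2*, *Bace2* and *Mkx* completed the 10 with the smallest p on the higher side (log2 changes of 0.39 to 0.66). *Smim3* had a log2 change of -0.89 (SE 0.14, adjusted p = 0.373), *Prune2* -0.79 (SE 0.11, adjusted p = 0.362) and *Sh2d4a* -0.71 (SE 0.14, adjusted p = 0.519). The other, dimmer probeset of *Prune2*, at -0.89, had the smallest p among the named genes on the lower side. On the lower side stood also *Pde1c*, a phosphodiesterase, at -0.54 (adjusted p = 0.519), and *Iqcf3*, *Cubn*, *Olfr516*, *Cers6*, *Lrtm1* and one probeset of *Adamts3*. *Rhobtb3* and *Idh2* also differed between the floxed lines (1.18 and 0.63), and with cre hearts as the control their changes and that of *Gm35586* reversed, to -0.42, -0.19 and -0.08. With that control *Smim3* was at -0.04 (adjusted p = 0.964), while *Fgl2*, at 1.07 (adjusted p = 0.0122), and *Ier5*, at 0.84 (adjusted p = 0.00761), passed, and no other of these 20 did. Of 19 immediate early genes, none passed, also over the list alone, but 17 had positive log2 changes, such as 0.67 for *Atf3* and 0.38 for *Zfp36*. Camera placed the list higher (adjusted p = 8.7e-09, or adjusted p = 0.31 with an estimated correlation). All 18 fibroblast and matrix genes had positive changes and none passed (adjusted p = 3.65e-05, or adjusted p = 0.699 with an estimated correlation), with 0.35 for *Col1a2*. Of 12 genes of cardiac stress and the fetal program, none passed over all probesets and 1 passed over the list alone, *Myh7*, the slow myosin heavy chain, at 1.45 (SE 0.37, adjusted p = 0.631), and camera gave the list an adjusted p of 0.00167, or adjusted p = 0.441 with an estimated correlation. Smooth muscle and pericyte markers were higher by camera (adjusted p = 0.00366), and atrial genes (adjusted p = 0.00793) and ion channels (adjusted p = 0.0344) lower, with adjusted p of 0.592, 0.699 and 0.351 with an estimated correlation. The atrial genes had a mean log2 change of -0.295, but of 0.135 with cre hearts as the control and 0.00565 without *Gata6* floxed heart 1, and camera also placed them lower in cre than in floxed hearts (adjusted p = 0.000427, or adjusted p = 0.293 with an estimated correlation). By limma, 1745 probesets had an unadjusted p under 0.05, where chance gives 1777.85, and the methods' t-test gave 1643 unadjusted and 0 after adjustment. The count was 62 without *Gata6* floxed heart 1, 1 without *Gata6* floxed heart 2 and 55 without *Gata6*-deleted heart 1, and 183 with cre hearts as the control.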

And identical protocol was used to analyze genes changed with deletion of *Gata4* from the heart. 

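The slow myosin gene *Myh7* and clock genes such as *Ciart* and *Per1* were among the largest rises with *Gata4* deletion, for which 65 probesets passed, 37 higher and 28 lower, and named 54 genes. *Myh7*, a myosin heavy chain of the fetal ventricle, rose in *Gata4*-deleted hearts by 2.83 (SE 0.37, adjusted p = 0.0203) on the log2 scale, from 9.62 ± 0.03 (SD, n = 2) to 12.46 ± 0.25 (SD, n = 3). *Fhl1*, a LIM protein of hypertrophied muscle, rose by 1.32 (SE 0.18, adjusted p = 0.0287), and *Neb* by 1.80 (SE 0.18, adjusted p = 0.00751). Of 12 genes of cardiac stress and the fetal program, *Myh7* and *Fhl1* rose, none fell and 10 did not pass (4 higher when adjusted over the list alone, camera adjusted p = 0.0261, or adjusted p = 0.315 with an estimated correlation). Of 17 clock genes, 4 rose, 2 fell and 11 did not pass (11 higher and 3 lower when adjusted over the list alone). *Per1* rose by 1.44 (SE 0.11, adjusted p = 0.00261) and *Per2* by 1.42, both repressors of the clock, as did *Ciart* and *Per3* (0.58), and *Arntl*, their activator, fell by 1.37 and *Nr1d1* by 0.94. *Gata4* floxed hearts stood apart here, with 6.79 for *Per1* against 8.19 in cre and 7.89 in *Gata6* floxed hearts, and with cre hearts as the control the mean log2 change was -0.00904 over the clock genes and -0.0914 over the glucocorticoid response genes. Clock genes moved in both directions, so their mean can hide changes. With that control none of the clock genes named here passed, with -0.59 for *Nr1d1* (adjusted p = 0.0692), 0.45 for *Per2*, 0.04 for *Per1*, -0.17 for *Arntl* and -0.33 for *Ciart*. Camera gave the clock list an adjusted p of 1.21e-07, or adjusted p = 0.0504 with an estimated correlation. Of 22 genes of the glucocorticoid response, 3 rose, none fell and 19 did not pass (11 higher over the list alone, camera adjusted p = 1.57e-11, or adjusted p = 0.0997 with an estimated correlation), namely *Tsc22d3* (1.03), *Per1* and *Cebpb* (0.74), which were also low in *Gata4* floxed hearts. These 3 are also in Table 1 or Table 2, which had been read when the list was written. The list's test is therefore not fully independent evidence. All 16 macrophage markers had negative log2 changes, none passed over all probesets and 12 were lower when adjusted over the list alone, such as *Ptprc*, a marker of white blood cells, at -0.65 (SE 0.12, adjusted p = 0.0704), and camera gave the list an adjusted p of 1.29e-13, or adjusted p = 0.0251 with an estimated correlation. Against cre hearts the mean log2 change of these markers was -0.249 (camera adjusted p = 5.93e-05), where it was -0.428 against the floxed line. Of 16 ion channels, none passed over all probesets, and 1 was higher and 6 were lower over the list alone, such as *Hcn2*, a pacemaker channel, at -0.76 (SE 0.15, adjusted p = 0.114) and *Kcnd3*, a potassium channel, at -0.60 (adjusted p = 0.147), and camera gave the list an adjusted p of 2.21e-05, or adjusted p = 0.0251 with an estimated correlation. Among other genes, *AW551984* rose by 2.37 and *Ptgfr* by 1.35. *Klhdc8a* fell by 1.35, *Rrad*, a small GTPase that inhibits calcium channels, by 1.47, *Pde1c* by 1.13, *Gpd1*, a glycerol phosphate dehydrogenase, by 1.11, *Tnfaip2* by 1.00 and *Car14*, a carbonic anhydrase, by 0.92, and one probeset of *Prune2* passed (-1.07) where its brighter one did not (-0.65). Against cre hearts *Rrad* (-0.81, adjusted p = 0.212) and *Tnfaip2* (-0.50, adjusted p = 0.0801) did not pass, while *Myh7*, *Fhl1*, *Neb*, *AW551984*, *Ptgfr*, *Klhdc8a*, *Pde1c*, *Gpd1*, *Car14* and the probeset of *Prune2* did. By the paper's qRT-PCR against the same floxed line, *Ciart* was nearly unchanged, *Per1* lower and *Rrad* higher, unlike on the arrays. *Ptgfr*, *Tsc22d3* and *Ptprc* had the arrays' direction there. The smallest exact p of 3 hearts against 2 for a single probeset is 0.1. The count was 10 and 14 without *Gata4* floxed heart 1 and 2, and 25, 35 and 27 without *Gata4*-deleted heart 1, 2 and 3, and *Myh7* missed the threshold without *Gata4*-deleted heart 1 (adjusted p = 0.0679) or 3 (adjusted p = 0.0941).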

Afterwards the two arrays sets were cross compared to examine genes that might be more specific to GATA-4 or GATA-6 regulation, which is represented as the column “difference” showing normalized expression results. 

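When the changes in both lines, each against its own floxed hearts, were tested against each other, 6 probesets differed, all with the higher change in *Gata4*-deleted hearts. Of these, 4 name a gene and the other two none. *AW551984*, a gene of unknown function, differed by 2.10 (SE 0.23, adjusted p = 0.0423) on the log2 scale, with 6.59 in *Gata4*-deleted hearts (n = 3) and 4.22 to 4.54 in the other groups. *Tsc22d3*, a mediator of glucocorticoid action, differed by 1.06 (SE 0.11, adjusted p = 0.0423), and the clock genes *Per1*, at 1.40 (SE 0.16, adjusted p = 0.0481), and *Ciart* were the others. *Tsc22d3* read 7.19 in *Gata4* floxed hearts against 7.92 in cre and 7.83 in *Gata6* floxed hearts, and 8.23 in *Gata4*-deleted against 7.81 in *Gata6*-deleted hearts, which differed directly too (by 0.42, adjusted p = 0.0195). *Gyg*, *Ostn*, *Per2*, *Bhlhb9*, *Rhobtb1* and *Tcim* came next on the higher side, with adjusted p of 0.096 to 0.3, and on the lower side *Pld4*, *Rnf207*, *Nr1d1*, *Mapk10*, *Fam220a*, *Pim1*, *Arntl*, *C3ar1*, *Pid1* and *Lzic*, with adjusted p of 0.169 to 0.352. *Ostn*, which encodes osteocrin, had a difference of 1.16 and *Pld4*, a phospholipase D family member, -0.76. *Pld4*, *Lzic* and the probeset of *Fam220a* with the smallest p also differed between the floxed lines (0.82, 1.15 and 0.56), and between the deleted hearts the differences were 0.05, 0.11 and -0.03. By limma, 2224 probesets had an unadjusted p under 0.05. On simulated data this test found 49.3% of 2-fold and 2.99% of 1.5-fold changes, so a gene that did not pass may still differ. The count was 63 without *Gata6*-deleted heart 1, 1 without *Gata4* floxed heart 2, *Gata4*-deleted heart 3 or *Gata6* floxed heart 2, and 0 without any other of the 10 hearts, and it was 2 after quantile normalization.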

The values represent the difference between normalized GATA-4 expression over normalized GATA-6 expression, both of which are corrected to the common cre control and each respective floxed line control. 

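With the mean of the cre hearts and the line's own floxed hearts as the control, *Timp4*, an inhibitor of matrix proteases, had a log2 change of 1.21 (adjusted p = 0.0871) in *Gata4*-deleted hearts and -0.15 (adjusted p = 0.954) in *Gata6*-deleted hearts. *Angptl7*, an angiopoietin-like protein, rose by 1.12 (adjusted p = 0.0352) with *Gata4* deletion and had a change of 0.20 (adjusted p = 0.901) with *Gata6* deletion. With these controls 160 probesets passed in *Gata4*-deleted hearts, 93 in *Gata6*-deleted hearts and 14 in the difference between them. Against the floxed line alone, 9 of the 52 Table 1 genes measured passed with *Gata4* deletion (30 higher and 13 lower when adjusted over the list alone). *Ptgfr*, *Bhlhb9*, *Ciart*, *Rhobtb1*, *Tsc22d3*, *Bcl2l1*, *Ankrd10* and *Cebpb* rose and *Rrad* fell, with 1.04 (SE 0.11, adjusted p = 0.00968) for *Rhobtb1*, 0.83 (SE 0.12, adjusted p = 0.0429) for *Bcl2l1*, an inhibitor of cell death, and 0.52 (SE 0.07, adjusted p = 0.0198) for *Ankrd10*. With cre hearts alone as the control, 3 of these 9 passed, *Ptgfr*, *Bhlhb9* and *Ankrd10* (0.50, adjusted p = 0.0176), and the other 6 did not, among them *Rrad* and *Tsc22d3*, *Rhobtb1* at 0.23 (adjusted p = 0.507), *Bcl2l1* at 0.17 (adjusted p = 0.684) and *Cebpb* at 0.05 (adjusted p = 0.903). None of the 52 passed with *Gata6* deletion (2 higher and 2 lower over the list alone), 8 had an unadjusted p under 0.05 in limma, and 33 had the sign of the table. In the direct comparison of deleted hearts 21 of the 52 differed, 14 higher and 7 lower in *Gata4*-deleted hearts, such as *Spink4*, a protease inhibitor, at 1.15 (adjusted p = 0.00898), and *Syk*, a tyrosine kinase of blood cells, at -0.84 (adjusted p = 0.00778). The table was drawn from these arrays, so its counts are not independent evidence.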

The negative numbers represent downregulated genes. Gene names are shown in the left column and protein names are shown in the very next column.

**Table 2:** qRT-PCR confirmation of differentially regulated genes.

Gene name	*Gata6fl/fl*	*Gata6fl/fl* βMHC-cre	*Gata4fl/fl*	*Gata4fl/fl* βMHC-cre
Gctn1	1	0.93±0.24	1	1.56±0.18
Ptgfr	1	2.78±0.43	1	2.76±0.34
Zbtb16	1	0.87±0.14	1	1.23±0.16
Bhlhb9	1	1.18±0.14	1	2.98±0.30
Scgb1c1	1	1.75±0.30	1	2.66±0.24
Gm129	1	1.86±0.45	1	0.98±0.20
Per1	1	1.40±0.32	1	0.78±0.11
Fmo2	1	0.99±0.15	1	2.01±0.20
Gsta3	1	1.55±0.21	1	3.15±0.27
Adh1	1	0.85±0.12	1	2.36±0.24
Rhobtb1	1	1.07±0.12	1	2.35±0.20
Tsc22d3	1	1.42±0.17	1	2.10±0.17
Wee1	1	1.29±0.21	1	2.02±0.15
Pfn2	1	2.09±0.29	1	2.98±0.25
Fkbp5	1	0.75±0.09	1	1.32±0.13
Gadd45g	1	1.43±0.20	1	1.38±0.12
Avpr1a	1	1.00±0.11	1	2.37±0.30
Bcl2l1	1	1.24±0.12	1	1.91±0.15
Trd	1	1.03±0.12	1	1.65±0.12
Ankrd10	1	1.60±0.18	1	3.09±0.24
Cebp	1	1.10±0.16	1	1.61±0.17
Efna5	1	1.65±0.19	1	2.02±0.15
Rgs2	1	1.57±0.24	1	1.40±0.16
Hey2	1	1.32±0.16	1	2.97±0.43
Drd2	1	4.20±0.57	1	0.47±0.06
Egr1	1	0.93±0.11	1	0.93±0.09
Zfp52	1	0.96±0.01	1	0.98±0.00
Fbn1	1	1.73±0.22	1	1.81±0.15
Gm7120	1	1.85±0.31	1	1.54±0.14
Rrad	1	1.38±0.16	1	1.35±0.11
Ptk2b	1	0.86±0.10	1	1.26±0.15
Irx5	1	2.73±0.40	1	1.37±0.17
Arhgef19	1	0.83±0.14	1	1.28±0.14
Ptprc	1	1.06±0.21	1	0.62±0.07
Aurka	1	1.21±0.13	1	1.91±0.21
Rasl11	1	1.86±0.22	1	1.17±0.12
Timp4	1	0.88±0.08	1	1.60±0.23
Fstl4	1	0.79±0.10	1	1.63±0.16

Adult heart mRNA was collected from the indicated lines of adult mice and subjected to qRT-PCR to analyze for differences in gene expression to verify or extend the Affymetrix results shown in Supplemental Table 1. Gene names are shown in the left column. Values are set relative to expression in *Gata6^fl/fl^* or *Gata4^fl/fl^* controls.

**Table 3:** qRT-PCR of differentially regulated angiogenesis and other genes.

Gene name	*Gata6 fl/fl*	*Gata6fl/fl* βMHC-Cre	*Gata4fl/fl*	*Gata4fl/fl* βMHC-Cre
Nppa	1	1.26±0.14	1	0.80±0.11
Nppb	1	1.41±0.24	1	2.33±0.25
Atp2a2	1	1.29±0.15	1	1.64±0.13
Gata4	1	1.87±0.19	1	0.25±0.03
Zfpm2	1	1.28±0.13	1	3.33±0.45
Ctf1	1	1.70±0.18	1	1.92±0.18
Kcne1	1	0.21±0.06	1	0.91±0.15
Foxc1	1	2.22±0.26	1	1.39±0.14
Vegf1a	1	0.98±0.10	1	0.57±0.07
Vegfb	1	1.69±0.20	1	1.52±0.13
Vegfc	1	1.52±0.15	1	1.64±0.14
Fgf1	1	1.06±0.19	1	1.43±0.19
Fgf2	1	1.43±0.19	1	1.77±0.20
Fgf9	1	1.46±0.16	1	1.78±0.22
Fgf12	1	4.77±0.60	1	1.01±0.10
Fgf16	1	1.74±0.29	1	0.59±0.08
Thbs	1	0.65±0.07	1	1.12±0.14
Timp1	1	1.75±0.19	1	2.35±0.38
Timp2	1	1.42±0.14	1	1.99±0.16
Hpse	1	1.33±0.13	1	1.85±0.19
Col15a1	1	2.24±0.26	1	1.43±0.11
Col18a1	1	1.36±0.15	1	1.33±0.13
Ctgf	1	3.96±0.57	1	1.77±0.19
Fn1	1	1.49±0.15	1	1.82±0.14

Adult heart mRNA was collected from the indicated lines of adult mice and subjected to qRT-PCR to analyze for differences in gene expression for the shown set of angiogenesis related genes in the left most column. Values are set relative to expression in *Gata6^fl/fl^* or *Gata4^fl/fl^* controls.

## Discussion

The existence of gene duplication in evolutionary biology poses many interesting questions, as members of related gene families can have a spectrum of similar versus more specialized functionality. Typically, the greater the evolutionary distance underlying a gene duplication event, the greater the functional divergence. GATA-4 and GATA-6 are nearly identical in their primary sequences within the DNA binding zinc-finger domains, with large areas of partial sequence conservation outside this motif [2]. GATA-4 and GATA-6 have been suggested to function differently with respect to binding select cardiac-specific promoters, as well as to synergize when co-transfected with the BNP promoter construct [10]. Such results suggested that these 2 factors had unique functions in the heart, especially as might relate to the cardiac hypertrophic response or adult heart gene expression. The very concept that these 2 factors likely function differently in the heart is in basic agreement with our results, as the cardiac GATA-4 transgene could not functionally compensate for the deletion of *Gata6* from the heart, and the cardiac GATA-6 transgene could not functionally compensate for the loss of *Gata4*, yet each did effectively compensate for itself suggesting that the approach was valid (i.e., GATA-6 transgene into the *Gata6* deleted background). Thus, these functional results suggested that there is a set of genes uniquely regulated by either GATA-4 or GATA6 in the heart, which we indeed confirmed by gene array analysis. 

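Some genes had log2 changes in the same direction with both deletions, although none passed an adjusted p under 0.05 with *Gata6* deletion. *Pde1c*, *Prune2*, *Tnfaip2* and *Myh7* were among them. *Lrtm1* had log2 changes of -0.68 with *Gata4* and -0.50 with *Gata6* deletion, and *Clu*, which encodes the chaperone clusterin, -0.83 and -0.43, but *Clu* read 11.09 in *Gata6*-deleted and 11.05 in cre hearts. *Ier5*, an immediate early gene, had 0.77 and 0.48, and *Slit2*, a guidance factor, 0.59 and 0.47. *Clu* and *Slit2* were chosen after their values were seen. At an unadjusted p under 0.01, 21 probesets were higher in both, where independent changes give 3.19 (Fisher's exact test, two-sided p = 1.29e-11), and 27 were lower in both, where they give 3.51 (p = 2.71e-16 from the same exact test). Opposite changes were seen at 11 probesets. The comparisons share no array, but they share the same estimate of spread for each probeset, and probesets are not independent. The exact test ignores both, so its p-values overstate the evidence. In 20 simulated data sets with no change and with independent probesets, a mean of 9.75 and at most 16 probesets changed alike in both. Such data do not give the overlap of unrelated changes. Across all probesets, which are not independent, the correlation of the changes was 0.0945. Both deleted groups carry cre and both floxed groups do not, so an effect of cre could also move both alike. With the difference between cre and floxed hearts, the correlation was 0.307 for *Gata4* and 0.176 for *Gata6* deletion. These correlations share the floxed hearts, which raises them, so they do not settle the part due to cre. Of the 65 probesets called with *Gata4* deletion, *AW551984*, *Ciart*, *Per1* and *Tsc22d3* and none other with a gene name also passed the test of a different change with *Gata6* deletion. Against cre hearts, *AW551984* kept its change (2.29, adjusted p = 0.00104), while *Ciart* did not pass, nor did *Per1* (0.04, adjusted p = 0.947) or *Tsc22d3* (0.31, adjusted p = 0.151). Directly between the deleted hearts *Tsc22d3* passed, and *Ciart* and *Per1* did not (adjusted p = 0.631 and 0.285). From the failure of each transgene to replace the other factor, the paper proposes that a set of genes is regulated by GATA-4 or GATA-6 alone, and it states that the gene arrays bear this out.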

The most prominent and mechanistically important of which appears to be select angiogenic genes as effectors of adaptation in the heart following pressure overload stimulation. However, with respect to the hypertrophic response *per se*, we observed that GATA-4 and GATA-6 were redundant and acted in concert as part of a dosage of total GATA protein necessary for efficient induction of growth regulating genes in the heart. Indeed, *Gata4* and *Gata6* genes were shown to be redundant in programming cardiomyogenesis during development [7], and *Gata4^+/−^ Gata6^+/−^* double heterozygous mice are embryonic lethal yet each single heterozygote is fully viable [8], again suggesting redundancy in function and that total gene dosage is the more important determinant for embryonic development. Hence, the *Gata4* and *Gata6* genes appear to be at an intermediate stage of evolutionary genetic drift where they have acquired unique functionality but also retain a degree of overlap, such as in regulating the adult hypertrophic response. 

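In the test of a different change with *Gata4* and *Gata6* deletion, 29 angiogenic factors had lower changes as a list with *Gata4* than with *Gata6* deletion, with 22 negative differences (camera adjusted p = 0.0239, or adjusted p = 0.303 with an estimated correlation), and none of them passed alone or over the list alone. Other lists differed too. Of 16 macrophage markers, 15 had negative differences, none passed over all probesets and 1 passed over the list alone, *Ptprc* at -0.80 (adjusted p = 0.409), and camera gave the list an adjusted p of 1.83e-09, or adjusted p = 0.0703 with an estimated correlation. Of 18 fibroblast and matrix genes, none passed and 1 was lower over the list alone, *Loxl1*, a collagen cross-linking enzyme, at -0.85 (adjusted p = 0.409), and camera gave the list an adjusted p of 3.2e-07, or adjusted p = 0.318 with an estimated correlation. Of 11 proliferation genes none passed, also over the list alone, with -0.49 for *Foxm1*, a regulator of mitosis (camera adjusted p = 8.4e-05, or adjusted p = 0.328 with an estimated correlation). Of 20 detoxification genes, none passed and 4 were higher over the list alone, such as *Gsta3* at 1.01 (adjusted p = 0.511), and camera gave the list an adjusted p of 0.00319, or adjusted p = 0.175 with an estimated correlation. Glucocorticoid response genes (2 of 22 higher, 4 over the list alone, camera adjusted p = 2.73e-11, or adjusted p = 0.121 with an estimated correlation) and clock genes (2 of 17 higher, 10 higher and 3 lower over the list alone, camera adjusted p = 2.78e-08, or adjusted p = 0.0703 with an estimated correlation) were higher. Without deletion, camera placed both of these lists lower in *Gata4* floxed than in *Gata6* floxed hearts (adjusted p = 1.53e-05 for the glucocorticoid response and 2.01e-08 for the clock, or adjusted p = 0.386 and 0.136 with an estimated correlation), and the angiogenic factors (adjusted p = 0.0047), fibroblast and matrix genes (adjusted p = 6.81e-05) and proliferation genes (adjusted p = 0.0423) higher, or adjusted p = 0.309, 0.482 and 0.63 with an estimated correlation. The angiogenic factors had a mean log2 difference of 0.166 between the floxed lines and of 0.0211 between the deleted hearts (camera adjusted p = 0.975).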

Overexpression of GATA-4 or GATA-6 in the heart, as these mice age out past 6 months, each appears to program a similar extent of maladaptive cardiac hypertrophy, while cardiac-specific deletion of either *Gata4* or *Gata6* from the heart appears to render the heart less adapted and more prone to failure, hence both genes appear to also be necessary for optimal cardiac “health” and physiology [4], [6], [11].

How the deposited data were processed for this re-analysis (not part of the article)

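The values are log2 signals of Affymetrix mouse gene ST arrays from 12 hearts, 1 array per mouse (2 cre, 2 *Gata4* floxed, 3 *Gata4*-deleted, 2 *Gata6* floxed and 3 *Gata6*-deleted). The authors made these log2 values before deposit by RMA (background correction, normalization between arrays and summary per probeset), whose version and annotation the labels do not give, and the paper's text refers to an earlier paper for the array analysis. Values ran from 1.40 to 14.1, and no control probesets could be told apart, so all 35557 probesets were tested. A second deposited table holds ratios to a baseline in 12 columns that no label pairs with a sample, and it was not used here. *Xist* read 3.41 to 3.88 and *Eif2s3y*, on the Y chromosome, 8.50 to 9.00 in every heart, so no group differed in sex.

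Gene symbols came from the probe table of the platform, which listed 23410 probesets, 21789 with 1 symbol (19938 genes) and 1621 with several, while 12147 were not listed and stayed in the tests without a name. A gene with several probesets is given by the one with the highest mean. The GRCm38.p6 annotation was used only for gene names and for which genes neighbour each other.

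All comparisons came from one group-means model fitted to the 12 arrays with limma (version 3.58.1 in R 4.3.3), with 7 residual degrees of freedom, 2.50 prior degrees of freedom and a prior SD of 0.124. They were each deletion against its own floxed line, the difference between both changes, *Gata4*-deleted against *Gata6*-deleted hearts, cre against the mean of the floxed hearts, and *Gata4* floxed against *Gata6* floxed hearts. Tests were two-sided, p was adjusted by Benjamini-Hochberg over all probesets, and the threshold was an adjusted p under 0.05. For a single probeset, the smallest exact p of 3 hearts against 2, or of 3 against 3, is 0.1. On simulated data with known changes in the *Gata4* comparison, the model found 76.1% of 2-fold changes and 31.3% of changes of 1.5-fold. In the difference between both changes it found only 49.3% and 2.99% of them.

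There were 31 gene lists (pathways, cell types and the genes of the paper's text and tables), fixed before the data were examined but after the paper's tables had been read. They were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, and adjusted over the lists within each comparison. A count "adjusted over the list alone" adjusts p over the list's members only. Several lists share members with Table 1, whose genes were chosen on these same arrays. Examples are *Ciart* and *Wee1* (clock), *Tsc22d3* and *Cebpb* (glucocorticoid response) and *Ptprc* and *Adgre1* (macrophage). Others are *Loxl1* (fibroblast and matrix) and *Gsta3* and *Adh1* (detoxification). Tests and counts of such lists are therefore not fully independent evidence.

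Genes were named by a rule fixed at the same time. For each deletion and for their difference it took the 10 highest and 10 lowest log2 changes among probesets with 1 symbol that passed, for the deletions with every deleted heart on one side of every floxed heart, and filled places up to 10 with the smallest p, called not passing. It also took *Gata4*, *Gata6*, genes the paper names (whose table values had been seen), and up to 2 members at each end of a list. Any other gene was chosen after its values were seen, which holds for the direct comparison and for the comparisons between controls.

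Alternatives set at the same time were quantile normalization, median centring, a filter on dim probesets, the replicate number as a block, *Xist* as a covariate, a trend and robust prior, averages per gene, only the groups compared, cre or cre and floxed hearts as controls, other thresholds, the methods' t-test and leaving out each array. Overlap of both deletions was tested at an unadjusted p under 0.01 with Fisher's exact test, since fewer than 20 probesets passed with *Gata6* deletion.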

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

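The tests of the *Gata4* floxed hearts and of the loss of *Gata4*, of the floxed lines, and of cell types were chosen after the results were seen.

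A difference between the changes with both deletions was seen for *AW551984* (2.10), *Ciart* (1.80), *Per1* (1.40) and *Tsc22d3* (1.06 on the log2 scale), and for 2 probesets with no listed gene, each at an adjusted p under 0.05 in the test of the difference itself. Without deletion, *Ciart* (-1.98), *Per1* (-1.11) and *Tsc22d3* (-0.64) already differed between the floxed lines, and *AW551984* did not (-0.04, adjusted p = 0.965). Directly between the deleted hearts, *Ciart* and *Per1* did not pass. The paper does not compare cre with floxed controls, where 34 probesets differed, nor the floxed lines with each other, where 81 did.

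Of 17 clock genes, 12 had positive and 5 had negative log2 changes between *Gata4*-deleted and *Gata4* floxed hearts, and of 22 glucocorticoid response genes 19 and 3. Those that passed were *Cebpb*, *Ciart*, *Per1*, *Per2*, *Per3* and *Tsc22d3*, higher, and *Arntl* and *Nr1d1*, lower. With one *Gata4* floxed heart used for the change and the other set against each single cre, *Gata6* floxed and *Gata6*-deleted heart, so that no array was in both, a mean of 67.0% of the change over the 38 genes was present (56.2% to 94.1% over 14 pairs of hearts, where no change gives 0%). A candidate explanation is that the *Gata4* floxed hearts stood apart, for example by time of day. With one *Gata4*-deleted heart left out of the change and set against single cre hearts, 16.1% was kept (-3.14% to 36.4% over 6 pairs), and against all hearts that were not *Gata4* floxed 24.1% (-3.14% to 37.2% over 21 pairs). By the paper's qRT-PCR against *Gata4* floxed hearts, *Ciart* was nearly unchanged and *Per1* was lower, unlike on the arrays. *Tsc22d3*, *Wee1*, *Fkbp5* and *Zbtb16*, also in these lists, were higher there. Whether the floxed hearts account for the whole change or a part follows loss of *Gata4* stays open. The hour of collection was not analysed here.

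The 384 probesets that differed between *Gata4*-deleted and *Gata6*-deleted hearts differed in the same direction between the floxed lines in 90.1% of cases. Of 233 genes they name, 88 had another one among the 10 nearest measured genes on either side, against a median of 49 and at most 80 in 10000 reshuffled sets (permutation p = 0.0001, the smallest they can give). The same count was 5 of 49 genes between the floxed lines, against a median of 2 and at most 12 when reshuffled (permutation p = 0.1). It was 4 of 21 between cre and floxed hearts (median 0, permutation p = 0.02). Both comparisons named fewer genes, so they decide less. Inherited segments that differ between the lines stay a hypothesis for part of the 233 genes. *Cwc22* is one that differs by -2.95 between the floxed lines. An effect of deletion on part of them stays open. The 6 hearts make 10 splits, too few for a share under 0.05, and the real split called 384 probesets, the highest other 1.

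Macrophage markers were lower in *Gata4*-deleted than in *Gata4* floxed hearts, with a median log2 change of -0.44 (SE 0.06). A lower share of all cells other than myocytes would lower the markers of each type alike, but the medians moved apart, at -0.00228 (SE 0.0571) for endothelial, -0.0408 (SE 0.0706) for smooth muscle and 0.128 (SE 0.0694) for lymphocyte markers, which argues against it. These SEs take markers as independent. Fibroblast and matrix genes had a median of -0.217 (SE 0.0501, 15 of 18 negative), with none lower past the threshold and a camera adjusted p of 0.00202, or adjusted p = 0.416 at an estimated correlation, so a lower share of fibroblasts as well was neither shown nor excluded. In the same tests with no array in common, the *Gata4*-deleted heart left out was lower than each heart that was not *Gata4* floxed, by 61.5% of the change (25.9% to 98.7% over 21 pairs), which argues against floxed hearts that stood apart as the whole cause. Directly against *Gata6*-deleted hearts 15 of 16 markers had negative log2 differences. Floxed hearts that stood apart stay open for a part (31.0%, -8.49% to 77.1%), as does loss of *Gata4*, with 51.0% kept against cre hearts (25.9% to 74.6%).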

How the results depend on the processing

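Each count rests on 3 arrays or fewer per group. For named genes that passed and lists that camera called (with its direction), 322 of the results under other settings kept their direction and side of the threshold, 135 kept the direction only and 8 reversed. With an array left out (the fit with the highest p for a list, those with the lowest and highest change for a gene), 66 kept both, 68 kept the direction only and 1 reversed. With cre hearts as the control the 8 were the *Gata4* list means of atrial genes (0.0173), clock genes (-0.00904), fibroblast and matrix genes (0.0776), glucocorticoid response genes (-0.0914) and immediate early genes (-0.0141), the atrial list with *Gata6* deletion (0.135), and *Ciart*, at -0.33 with *Gata4* deletion and -0.19 in the difference. Of named genes that did not pass, 3 of 20 with *Gata6* deletion (*Rhobtb3*, *Idh2* and *Gm35586*) and 2 of 16 in the difference (*Pld4* and *Lzic*) changed sign too. Without *Gata4* floxed heart 2 the proliferation list with *Gata4* deletion reversed to 0.0131. The cause of these and of the changes below was not tested, except that fewer arrays enter the fits with only the groups compared or with an array left out, where a lone control is assumed to vary like the other groups.

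For *Gata4* deletion (65 probesets) the count was 40 with the *Xist* covariate, 243 in the brightest 50% of the probesets, 161 with the trend and robust prior, 232 averaged per gene, 9 with only the groups compared, 139 with the cre control, 160 with cre and floxed controls, 170 at an adjusted p under 0.1, 2871 and 0 by the methods' t-test unadjusted and adjusted, 473 with the other 3 groups as controls (chosen after seeing the data, 38 shared), and 10 to 35 with an array left out. For *Gata6* deletion (0 probesets) it was 183 with the cre control, 93 with cre and floxed controls, 1643 by the methods' t-test unadjusted and 0 to 62 with an array left out. For the difference (6) it was 2 after quantile normalization, 2 with the *Xist* covariate, 11 averaged per gene, 0 with only the groups compared, 384 with the cre control, which cancels to the direct comparison, 14 with cre and floxed controls and 0 to 63 with an array left out. For the direct comparison (384) it was 601 in the brightest 50%, 98 with only the groups compared, 668 at an adjusted p under 0.1, 3771 and 0 by the methods' t-test unadjusted and adjusted, and 190 to 233 with an array left out. Between cre and floxed controls (34) it was 14 with the *Xist* covariate, 67 in the brightest 50%, 58 with the trend and robust prior and 4 to 13 with an array left out. The overlap (48) was 253 at an unadjusted p under 0.05. It was 189 with cre and floxed controls, where shared cre arrays and the shared estimate of spread gave a mean of 22.25 in simulations with no change. Lists called with *Gata4* deletion (16) were 3 with an estimated correlation, 9 with the cre control and 10 to 14 with an array left out, with *Gata6* deletion (6) 0 with an estimated correlation, 0 by fry and 3 to 7 with an array left out, and for the difference (9) 0 with an estimated correlation and 5 by fry. The remaining 45 counts under other settings stayed within 1.5 times.

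The replicate numbers do not pair the hearts: same-number correlations of residuals ran from -0.0971 to 0.109 and others from -0.136 to 0.136. With the replicate number as a block the counts were 14 for *Gata4* deletion, 0 for the difference, 234 for the direct comparison, 4 between cre and floxed controls and 44 for the overlap, the last chosen after seeing the data. The second deposited table was not run, since its 12 columns could not be mapped.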

Differences from the paper's values

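Table 1 gives signed fold changes and a difference, which equals the ratio of the folds for 4 genes and their subtraction for 49 (within 0.03). The values here are on those scales. A value counts as different from the paper's when one is more than 1.5 times the other and their gap exceeds the replicate SD, so near these limits a small shift decides. The alternatives were set before the data were examined and are the cre control, cre and floxed controls, quantile normalization, median centring, the replicate block and the *Xist* covariate. For *Ciart* (Gm129) with *Gata4* deletion the paper's fold is 2.00 and the value here 3.17, and only with cre and floxed controls (1.59) is there no difference.

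For the difference column, cre and floxed controls alone remove the difference for 5 genes. The paper's value is 1.24 for *Zbtb16* against 2.02 here (1.13 with those controls), 0.83 for *Adh1* against 1.60 (0.644), 0.69 for *Tsc22d3* against 1.06 (0.636), 0.63 for *Fam107a* (Bc055107) against 0.996 (0.564) and 0.42 for *Cebpb* against 0.671 (0.388). For *Wee1* the paper's value is 0.63 and the value here 0.953, which falls within these limits under cre and floxed controls (0.605) and, only just, with median centring (0.941). For *Hey2* it is 0.35 against 0.171, which falls within them under cre and floxed controls (0.334) and the cre control (0.512, less than 1.5 times the paper's), and with the replicate block (0.181) or the *Xist* covariate (0.217), where the gap is within the SD. For *Ciart* it is 1.09 against 2.26 and for *Trdn* 0.45 against 0.107, and for these no alternative removes the difference. Every alternative not named for a gene leaves its difference.

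Over the 52 genes, folds lay within 0.05 log2 of the paper's for 17 with *Gata4* and 20 with *Gata6* deletion against the floxed line, and for 42 and 42 with cre and floxed controls, which the legend of Table 1 names. The sign was the paper's for 51 with *Gata4* and 33 with *Gata6* deletion, and for 51 and 48 with those controls. With *Gata4* deletion the exception was *Hey2*, higher in the paper and at a log2 change of -0.08 here.

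The paper names *Gm129* and *Adh1* among its more prominent genes, from array and qRT-PCR values set against controls, not directly between deleted hearts. Directly between the deleted hearts, the differences here were -0.19 and 0.14 and did not pass, while *Drd2*, *Hey2*, *Bhlhb9* and *Irx5* did. By the paper's qRT-PCR against each floxed line, *Adh1* was higher with *Gata4* than with *Gata6* deletion, and *Gm129* was lower. *Ciart* passed in the difference of both changes (1.80). The paper reports *Vegf1a* lower in *Gata4*-deleted hearts by qRT-PCR, and on the arrays *Vegfa* was at -0.22 and did not pass, while *Fgf16* did. The paper's qRT-PCR values for *Gata4* deletion had the array's sign for 24 of 34 genes of Table 2 and 14 of 23 of Table 3, and for *Gata6* deletion for 20 of 33 and 17 of 23. For the difference between both deletions the sign was shared by 24 of 33 genes of Table 2 and 11 of 23 of Table 3. Across genes, no correlation of qRT-PCR with array changes passed (permutation test, adjusted p of 0.0793 to 0.849). The Pearson correlations were 0.32 to 0.41, apart from 0.04 for the difference in Table 3. With only 34 genes of Table 2 and 23 of Table 3, a relation was neither shown nor excluded.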

Other observations

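Camera placed other groups of genes higher or lower with *Gata4* deletion at its preset correlation, and none of them at an estimated correlation. No member passed over all probesets apart from *Ccn2* in the fibroblast and matrix list. Against cre hearts the mean log2 change reversed for the atrial (0.0173), fibroblast and matrix (0.0776) and immediate early genes (-0.0141), and without *Gata4* floxed heart 2 for the proliferation genes (0.0131). All 7 atrial genes had negative log2 changes, such as -0.60 for *Sln*, which encodes sarcolipin (camera adjusted p = 0.00453, or adjusted p = 0.315 with an estimated correlation). Of 11 proliferation genes 10 were negative, with -0.34 for *Foxm1* (adjusted p = 0.000647, or adjusted p = 0.315, where here and below the latter is with an estimated correlation). Of 18 fibroblast and matrix genes 15 were negative, with -0.63 for *Loxl1* (adjusted p = 0.00202, or adjusted p = 0.416). Detoxification genes (5 of 20 higher over the list alone, *Ephx1* 0.46, adjusted p = 0.00777, or adjusted p = 0.208), immediate early genes (4 of 19 higher and 2 lower over the list alone, *Zfp36* 0.62 and *Egr1* -0.84, adjusted p = 0.0173, or adjusted p = 0.315) and nerve markers (1 of 5 higher over the list alone, *Sox10* 0.35, adjusted p = 0.0469, or adjusted p = 0.315) were higher. Sarcomere genes (16, adjusted p = 0.0415, or adjusted p = 0.315), calcium handling genes (12, adjusted p = 0.0415, or adjusted p = 0.188) and cardiac transcription factors (4 of 25 lower over the list alone, *Myocd* -0.63, adjusted p = 0.0469, or adjusted p = 0.208) were lower.

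Controls differed among themselves, in genes chosen after their values were seen. *Klk1b22*, a kallikrein, was higher in cre than in floxed hearts by 3.23 (SE 0.17, adjusted p = 0.000306) on the log2 scale, and *Gas5*, a noncoding RNA, was at -1.56 (adjusted p = 0.000417), *Cd59a*, a complement inhibitor, at -1.37 (adjusted p = 0.00531) and *Kcnj11*, a potassium channel, at -0.88 (adjusted p = 0.0144). Between the floxed lines, *Gata4* minus *Gata6*, *Lgr6*, an R-spondin receptor, was at -1.49 (adjusted p = 0.00102), *Snrpe*, a splicing protein, at 1.11 (adjusted p = 0.0012) and *Serping1*, an inhibitor of complement, at 1.01 (adjusted p = 0.00256). Interferon genes were lower in cre hearts by camera (adjusted p = 2.18e-08, or adjusted p = 0.223 with an estimated correlation).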
